A study of Mus musculus with 12 samples. Its data were reported in "A unique poly(A) tail profile uncovers the stability and translational activation of TOP transcripts during neuronal differentiation" (2023).

How the data were processed

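P19 mouse embryonal carcinoma cells were differentiated into neuron-like cells with retinoic acid, and native RNA was sequenced on nanopores at days 0, 2, 4 and 6 (D0, D2, D4 and D6) with 3 biological replicates per day, 12 libraries in all. In direct RNA sequencing the RNA molecule itself passes through the pore, so that 1 read gives both the transcript and the length of its poly(A) tail. The 3 replicates of a day carried different adapter barcodes and were sequenced together. The 12 libraries came from 13 sequencing runs and each run held 1 day, so days could not be compared within a run. The names of the 3 runs of D0 call the cells undifferentiated but also carry the mark D2, and 2 of the 4 runs of D6 name no day. Libraries were grouped by the sample labels and not by these names.

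The authors called bases with Guppy, aligned reads with Minimap2 to mouse transcripts on the mm10 build (with contigs for repeats and for spike-in RNA), called poly(A) tails with Nanopolish and assigned barcodes with Deeplexicon. Their per-read table has 1 line per alignment and 23 columns. The authors' mapping quality in it is a score from the aligner, and the authors' barcode confidence is a fraction for each read. Tail length is in nucleotides and was not normalized. A second table that the authors deposited holds log2 fold changes of D2, D4 and D6 against D0. The same deposited table gives the p-value of each change, adjusted by Benjamini-Hochberg, from the authors' DESeq2 fit. Its columns of fold changes reach negative values and were read as log2. In this second table the transcripts fall into a few categories, none of which is the TOP class.

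The per-read table held 6306434 lines, of which 69 were malformed and 289260 (4.59%) had no assigned barcode. Lines per library ranged from 163168 to 829567. Reads were used when the authors' quality tag was PASS, which left 4673531 lines (77.7% of the assigned ones). Of these, 0.176% repeated a read and were left in. Mitochondrial transcripts, pseudogenes, repeats and spike-ins were set aside, and 4274320 reads on nuclear transcripts were kept (pseudogenes by the biotype in the table, so that 47 transcripts named as pseudogenes but of another biotype stayed among the non-TOP ones with 61656 reads, 1.44%), from 120326 in D2 replicate 1 to 613756 in D0 replicate 2. Annotated positions were read from the table and compared with a reference annotation by transcript identifier. Of 42061 transcripts, 41306 (98.2%) were matched and 99.7% of those had the same coordinates.

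Reads were tallied per transcript and library. The abundance fit was planned with edgeR, and that fit and an alternative with DESeq2 were not run, because they were reserved for counts deposited as such and not for tallies made here. In their place limma-voom (limma 3.58.1 in R 4.3.3) was fitted to all 12 libraries together with scaling factors by the trimmed mean of M-values (30% trimmed from the ratios and 5% from the levels) and a pseudocount of 0.5 reads, on transcripts with at least 30 reads over the libraries. P-values were adjusted by Benjamini-Hochberg and called at 0.05. Gene lists were tested with camera (correlation between genes preset to 0.01) and with fry. A fold change against a day whose libraries each held at most 3 reads was computed against 3 reads as a bound.

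For tails, the percentage of a transcript's reads under 30 nt and from 30 to 90 nt was computed per library, for transcripts with a mean of at least 10 reads per library and at least 1 in each library compared, and the percentages of the 2 days were compared with limma. Values per library were compared by two-sided exact permutation tests, whose smallest p is 0.10 with 3 libraries per day. Random lists of non-TOP transcripts were drawn 10000 times, each TOP transcript being replaced by 1 of its 20 nearest neighbours in length and abundance. All tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

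The tests, the filters, the gene lists and the rule for the genes to name were fixed before the data were examined, apart from the replacement of the abundance fit above. The rule named the 5 higher and 5 lower transcripts with the largest fold change at D6 among those with an adjusted p of at most 0.05, a mean of at least 20 reads per library and no overlap between the D0 and D6 libraries, and for each tail class the 3 TOP and 3 non-TOP transcripts with the largest rise under the same limits on the p-value and overlap. Map2, Rpl4, Pou5f1, Nanog, Tubb3, Stmn2, Myc, Larp1, Vim and Eef2 were also fixed in advance. The TOP list (96 symbols, all with reads) was written from general knowledge of transcripts that start with a terminal oligopyrimidine motif. Lists of mitochondrial ribosomal proteins, proteasome subunits, other translation initiation factors and glycolytic enzymes were fixed with it.

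Each step was tested on simulated data drawn at the depth of these libraries. Among 4816 transcripts, the abundance fit called 172 of 200 transcripts changed by 1.50 on the log2 scale, along with 6 unchanged ones. Among 4758 transcripts, the planned limma test on percentages called 0 of 200 transcripts whose share was changed by 20 points, although its median estimate was 19.3 points, and 156 of 200 changed by 40 points. When each percentage was weighted by its reads, limma called 74 of 200 at 20 points along with 5 unchanged ones, and 183 at 40 points. A quasi-binomial test on reads in and out of the class called 65 and 182. The planned test therefore had little power at 20 points in that class, and power under 30 nt was not simulated. Simulated libraries of 1 day differed in their tails by the sampling of reads only. Real libraries can differ further, so the counts of the tail tests may not carry over to them. The weighted and quasi-binomial tests were added after the data had been seen, and the planned test remained the primary one.

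The alternatives were other scaling factors, other read minimums, a fit to 2 days only, a replicate block, thinning to the smallest library, all quality tags, other class limits, log2 odds, pooled reads, unadjusted p-values and each replicate left out in turn. Minimums on mapping quality (10) and barcode confidence (0.9), limma-trend and the tests named above were added later. Confidence intervals are Wilson intervals at 95%, and these intervals and the floors cover counting error only.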

Results

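Direct RNA reads were collected from P19 cells, a mouse embryonal carcinoma line that retinoic acid turns into neuron-like cells, at D0 (undifferentiated), D2, D4 and D6, with 3 replicates per day. The number of lines per library averaged 501425. Kept reads per library were 527377 ± 82497 at D0, 181932 ± 60407 at D2, 369836 ± 102096 at D4 and 345629 ± 79039 at D6 (mean ± SD, n = 3 each), so D2 was the shallowest day. Each run held 1 day only, and no comparison between days could be repeated within a run.

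The first comparison asked which transcripts changed in abundance during differentiation. Of 12356 transcripts tested by limma-voom, 1956 were higher and 1705 lower at D6 than at D0 at an adjusted p of at most 0.05. At D4 there were 1293 higher and 1203 lower, and at D2 there were 429 and 460. The D6 count moved most when every library was thinned to the size of the smallest, to 1063. The D2 count fell from 889 to 497 without D2 replicate 2 and to 538 without D2 replicate 3. In the authors' deposited table, 1254 of 12521 transcripts were higher and 1073 lower at D6. Of the 2281 D6 calls in the authors' deposited table that concerned transcripts tested here, 2281 were also called here with the same sign.

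The transcripts with the largest rise at D6 under the naming rule were those of Hoxb2, Hoxb8, Cyp26b1, Hoxb9 and Hoxb6. Hoxb2 (ENSMUST00000100523.6, mm10 chromosome 11, 96351631 to 96354012) had 0 reads in the D0 libraries and 929.8 ± 96.6 CPM (counts scaled to the library total times its trimmed-mean factor) at D6 (mean ± SD, n = 3), at least 82.8-fold higher. The other transcripts also had 0 reads at D0. Hoxb8 (ENSMUST00000052650.3, chromosome 11, 96281905 to 96285315) was at least 78.0-fold higher. Cyp26b1, which encodes an enzyme that degrades retinoic acid (ENSMUST00000205228.2, chromosome 6, 84571414 to 84587680), was at least 37.5-fold higher. Hoxb9 (ENSMUST00000000010.8, chromosome 11, 96271457 to 96276595) was at least 34.7-fold higher and Hoxb6 (ENSMUST00000173432.2, chromosome 11, 96292476 to 96301569) at least 33.1-fold higher. Positions are those of whole annotated transcripts, exons and introns together. The limma-voom adjusted p-values of these 5 lay between 1.56e-17 (Hoxb2) and 5.27e-13 (Cyp26b1).

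The transcripts with the largest fall were those of Pou5f1, Pim2, Nr5a1, Pla2g7 and Slc2a3. Pou5f1 (ENSMUST00000025271.16, chromosome 17, 35506018 to 35510772), a pluripotency factor, went from 1736 ± 161 CPM at D0 to 1 read in all D6 libraries together, at least 155-fold lower (limma-voom adjusted p 1.01e-16). Nr5a1 (ENSMUST00000112883.7, chromosome 2, 38692656 to 38712234) was at least 9.12-fold lower and Pla2g7 (ENSMUST00000024706.11, chromosome 17, 43568269 to 43612201) at least 15.3-fold lower. For Pim2 (ENSMUST00000033495.14, chromosome X, 7878302 to 7883432) the log2 fold change was -7.15 ± 0.54 (SE; adjusted p 2.32e-15 by limma-voom). For Slc2a3 (ENSMUST00000032476.10, chromosome 6, 122727809 to 122742745) it was -5.75 ± 0.42 (SE; adjusted p 1.14e-15 by limma-voom).

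Among the genes fixed in advance, the neuronal markers Tubb3, Stmn2 and Map2 were higher at D6. Tubb3 (ENSMUST00000071134.3, chromosome 8, 123411424 to 123422015) was lower at D2 (log2 fold change -1.06, adjusted p 0.0117 by limma-voom) and went from 143 ± 5.82 CPM at D0 to 960.0 ± 75.7 CPM at D6 (log2 fold change 2.72 ± 0.14, adjusted p 2.09e-21 by limma-voom). Stmn2 (ENSMUST00000029002.8, chromosome 3, 8509360 to 8561606) was lower at D2 (log2 fold change -1.99) and higher at D6 (1.22 ± 0.12, adjusted p 1.59e-11 by limma-voom). Map2 (ENSMUST00000077355.11, chromosome 1, 66364655 to 66442583) had 3 reads at D0 and 88 at D6, at least 7.31-fold higher. Larp1 (ENSMUST00000178636.1, chromosome 11, 58009064 to 58062034), which encodes a protein that binds TOP transcripts, changed by -1.06 ± 0.24 on the log2 scale (adjusted p 0.000658 by limma-voom) from 173 reads at D0 and 60 at D6. The Nanog transcript with most reads had 12 reads, all at D0; at D6 its 0 reads allow a share of up to 0.000289% of kept reads. The Myc transcript with most reads had 14 reads in all, under the minimum of 30, and a change was not detectable at this depth.

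The second comparison concerned TOP transcripts, which encode ribosomal proteins and translation factors and begin with a run of pyrimidines. TOP reads made up 33.0% ± 0.386 of kept reads at D0, 32.1% ± 1.12 at D2, 31.4% ± 1.08 at D4 and 26.3% ± 1.38 at D6 (mean ± SD, n = 3). The fall at D6 was larger than the spread between replicates (exact permutation p 0.10, the smallest that 3 against 3 allows). The median log2 fold change of 283 TOP transcripts was -0.27 at D2, -0.39 at D4 and -0.64 at D6, against 0.06 for the 12073 other transcripts at D6 (camera p 9.13e-34, fry p 3.58e-07). With transcripts at the floor of 3 reads set to their bound, the D6 medians were -0.59 and 0.03. At D6 255 of 283 TOP transcripts were below 0. The alternative that moved the D6 median most was to keep 1 transcript per gene, which gave -0.55. Many ribosomal protein reads also align to near-identical pseudogenes, so that single TOP transcripts are uncertain. With mapping quality of at least 10 there were 168 TOP transcripts left and their median was -0.55. Random lists of non-TOP transcripts matched on length and abundance had a median of -0.13, and 0 of 10000 lists lay as far from 0 in this direction (p 0.0001, the smallest that 10000 lists can give).

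At D6 171 TOP transcripts were lower and 5 higher by limma-voom; adjusted over the list alone the counts were 187 and 6. The study examined TOP transcripts in these same samples, so the second count is not independent evidence. Lower transcripts made up 60.4% of TOP and 12.7% of non-TOP transcripts (odds ratio 10.5, two-sided Fisher's exact p 1.77e-76). With 1 transcript per gene the odds ratio was 40.1. The higher ones, looked up after their values were seen, included 2 transcripts of Vim and 1 each of Rpl7a and Rps24. In the authors' deposited table, 128 TOP transcripts were lower at D6, with a median log2 fold change of -0.63. Rpl4 (ENSMUST00000034966.8, chromosome 9, 64173375 to 64178666) changed by -0.76 ± 0.07 on the log2 scale (adjusted p 1.24e-12 by limma-voom) and Eef2 (ENSMUST00000047864.10, chromosome 10, 81176631 to 81182498) by -0.65 ± 0.08 (adjusted p 3.66e-09 by limma-voom). Vim (ENSMUST00000028062.7, chromosome 2, 13573952 to 13582826) rose by 2.29 ± 0.11 (adjusted p 4.81e-23 by limma-voom).

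Among the transcripts lower at D6, the median log2 fold change was -0.84 for TOP and -1.39 for non-TOP transcripts, a difference of 0.55 (exact permutation p 0.10 over libraries). These transcripts were selected as lower in the same libraries, so this p does not test the difference. With transcripts at the floor set to their bound the medians were -0.78 and -1.17. The difference depended on the abundance of the transcripts compared, since TOP transcripts in this group had a median of 140 reads per library and the others 13.9. Against non-TOP transcripts matched on abundance it was 0.18, and 45 of 10000 matched lists had a median as high as that of TOP transcripts. Without a filter on low counts it was 0.95.

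The other lists were tested in the same way, and p-values adjusted over the 12 tests of 4 lists and 3 measures are given. Glycolytic enzymes had a median log2 fold change of -2.29 at D6 (34 transcripts, camera adjusted p 9.92e-27). Other initiation factors had -0.42 (71 transcripts, 0.00026), proteasome subunits -0.33 (53 transcripts, 0.000716) and mitochondrial ribosomal proteins -0.29 (122 transcripts, 0.00795). All 4 abundance calls, and those for the TOP list in each measure at D6 and D2, held under fry at an unadjusted p of 0.05. None of these 4 lists passed for either tail class, with camera adjusted p-values from 0.147 to 0.774, although glycolytic enzymes in the class under 30 nt had an unadjusted fry p of 0.0376 (camera p 0.0613). TOP transcripts of ribosomal proteins (243) had a median of -0.59, and the other TOP transcripts (40) had -0.80.

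The third comparison asked how poly(A) tails changed. Tails under 30 nt made up 2.28% ± 0.378 of kept reads at D0 and 3.29% ± 0.452 at D6 (mean ± SD, n = 3), a rise of 1.01 points (exact permutation p 0.10). At D2 the rise was 0.583 points (exact permutation p 0.20) and at D4 1.13 points (exact permutation p 0.10). Between libraries of the same replicate number, which share a barcode, the share was higher at D2 in 3 of 3 (exact sign-flip p 0.25). Tails of 30 to 90 nt made up 38.3% ± 1.58 at D0 and 39.2% ± 0.885 at D6, a difference within the spread between replicates (exact permutation p 0.50). At D2 and D4 this class was higher than at D0 by 3.56 and 3.72 points (exact permutation p 0.10 each). For this class the D6 difference changed sign when TOP transcripts were left out (-2.37 points) and when each transcript counted once (-1.71 points). It rose from 0.895 to 1.79 points without D0 replicate 1, and was 0.296 without D0 replicate 3.

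Taken over TOP reads alone, tails of 30 to 90 nt went from 42.2% ± 2.18 at D0 to 50.2% ± 0.338 at D2, 53.2% ± 1.22 at D4 and 53.8% ± 0.574 at D6 (mean ± SD, n = 3; exact permutation p 0.10 for each day against D0). Non-TOP reads in this class went from 36.4% ± 1.38 at D0 to 33.99% ± 0.756 at D6 (exact permutation p 0.10). TOP tails under 30 nt went from 1.73% ± 0.215 to 3.83% ± 0.374 at D6 (exact permutation p 0.10), and those of non-TOP reads from 2.55% ± 0.490 to 3.09% ± 0.502 (exact permutation p 0.30). Between libraries of the same replicate number the non-TOP share was higher at D6 in 3 of 3 (exact sign-flip p 0.25, the smallest that 3 allow). The median tail of TOP reads was 97.7 ± 3.20 nt at D0 and 80.7 ± 0.212 nt at D6, and that of non-TOP reads was 106 ± 2.59 nt and 110.7 ± 0.96 nt.

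**Figure D1:**
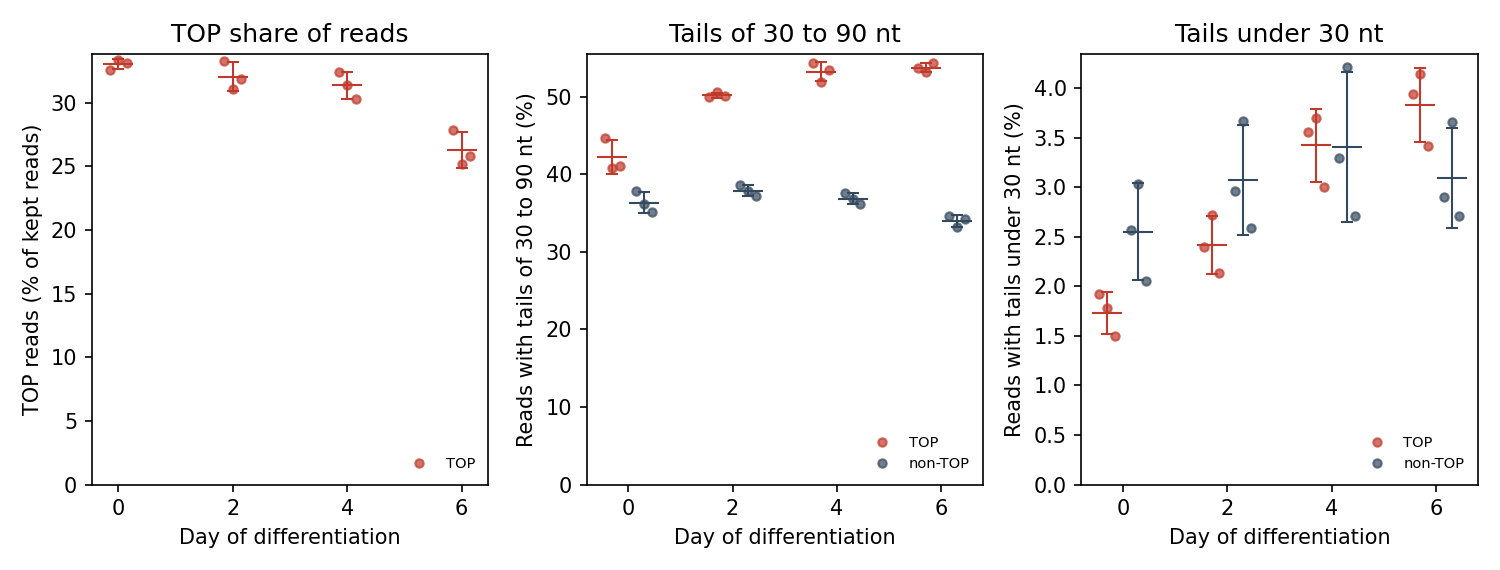
Share of kept reads on TOP transcripts (left, %), and share of TOP and non-TOP reads with tails of 30 to 90 nt (middle, %) and under 30 nt (right, %), by day of differentiation. Points are the 3 libraries of a day, horizontal bars their mean and error bars the SD; TOP reads with tails of 30 to 90 nt rose from 42.2% at D0 to 53.8% at D6 while their share of all reads fell from 33.0% to 26.3%.

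**Figure D2:**
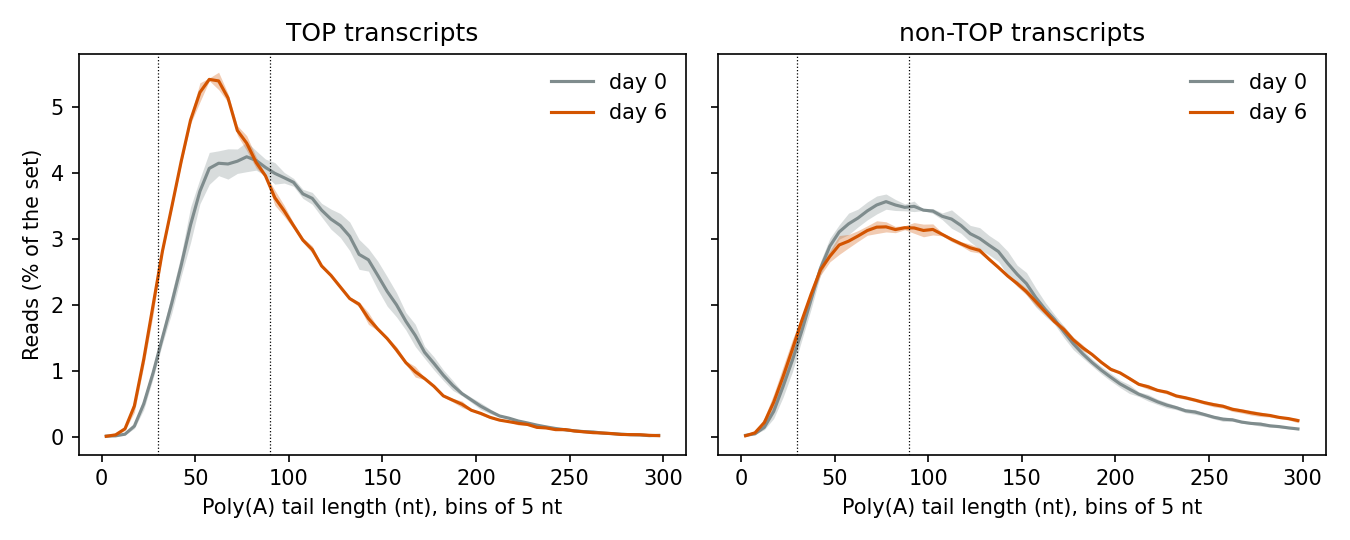
Distribution of poly(A) tail length (nt, bins of 5 nt) as a percentage of the reads of the set, for TOP (left) and non-TOP transcripts (right) at D0 and D6. Lines are means of 3 libraries, bands the SD and dotted lines the class limits of 30 and 90 nt; the median TOP tail was 97.7 nt at D0 and 80.7 nt at D6.

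Per transcript, the median change over 205 TOP transcripts at D6 was 10.4 points for tails of 30 to 90 nt (camera p 4.85e-35, fry p 0.00187), with 185 of 205 rising, against -2.16 points for the other transcripts. For tails under 30 nt it was 1.94 points (camera p 7.34e-20, fry p 0.000567), with 174 of 205 rising, against 0.172 points. The value for tails under 30 nt moved most with the class limits, to 2.86 points under 35 nt and 0.817 points under 25 nt, and that for 30 to 90 nt moved to 9.14 points with limits of 35 and 85 nt and 11.8 points without D0 replicate 1. At D2 the changes were 7.58 points (camera p 5.17e-12, fry p 0.0046) and 0.565 points (camera p 2.59e-08, fry p 0.0208). On the log2 odds scale the D2 change of tails under 30 nt no longer passed camera (p 0.911, the highest over the alternatives, whose lowest was 6.18e-10) but passed fry (p 0.00307), and on percentages its fry p reached 0.0965 without D0 replicate 2. At D4 they were 9.92 points (camera p 3.19e-23, fry p 0.00426) and 1.55 points (camera p 5.3e-17, fry p 0.00185). Matched random lists of non-TOP transcripts rose by 3.00 points for 30 to 90 nt, with 0 of 10000 as high as TOP (p 0.0001, the smallest that 10000 lists can give). For tails under 30 nt the matched lists rose by 1.51 points, and 27 of 10000 were as high as TOP (p 0.003). Most of the TOP rise in this class was thus also seen in the matched lists. Those lists could draw on the 47 non-TOP transcripts named as pseudogenes, some of which may hold ribosomal protein reads. The lists were not redrawn without these, so how far other non-TOP transcripts shared the rise is not settled. TOP transcripts of ribosomal proteins (175) and the other TOP transcripts (30) rose by 11.18 and 7.46 points in the class of 30 to 90 nt, and by 2.00 and 1.43 points in the class under 30 nt.

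Single transcripts were then tested. By the planned limma test, 0 of 4758 transcripts changed in the share of 30 to 90 nt at an adjusted p of at most 0.05, with 200 higher and 276 lower at an unadjusted p of 0.05, and 8 changed in the share under 30 nt (3 higher and 5 lower), with 304 higher and 112 lower unadjusted. Chance alone gives about 119 in each direction. Under 30 nt the same test called 4 higher and 6 lower at D4, with 322 and 98 unadjusted. At D2 it called 1 higher and 21 lower, with 101 higher and 178 lower unadjusted. The median change at D2 was 0 for non-TOP transcripts, and 146 of 205 TOP transcripts rose. These calls therefore do not show a general fall. D2 was the shallowest day, and depth was not tested as their cause. On data simulated for 30 to 90 nt the planned test called 0 of 200 transcripts changed by 20 points. The count of 0 for that class therefore does not show that few transcripts changed. Power under 30 nt was not simulated, so the counts for that class do not show it either. Limma with each percentage weighted by its reads, added after the data had been seen, called 161 transcripts for 30 to 90 nt (130 higher, of which 101 were TOP, and 31 lower) and 25 for tails under 30 nt (21 higher, of which 10 were TOP, and 4 lower). The quasi-binomial test called 157 and 0. Over the TOP list alone, 45 transcripts were higher and 1 lower under 30 nt by the planned limma test, against 0 for 30 to 90 nt, where 76 of 205 were higher at an unadjusted p of 0.05. The count of 8 ranged from 0 without D0 replicate 3 to 49 without D6 replicate 2. The balance of directions also moved. It was 0 higher and 17 lower without D0 replicate 1, and 1 and 19 without D0 replicate 2. With at least 30 reads in all it was 17 higher and 6 lower.

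The higher transcripts for tails under 30 nt were those of Rpl37, Gm20594 and Hadh. Rpl37 (ENSMUST00000045356.8, chromosome 15, 5116645 to 5119140) went from 1.81% ± 0.208 to 5.45% ± 0.216 (mean ± SD, n = 3; limma adjusted p 0.047). Gm20594 (ENSMUST00000179797.2, chromosome 6, 79817916 to 79818364) went from 39.9% ± 3.00 to 74.7% ± 3.61 (limma adjusted p 0.0385, n = 3), where 10.2% of its lines had the tag PASS and 17.9% of its 21-base words occur in the mitochondrial ribosomal RNA mt-Rnr2. Hadh (ENSMUST00000029610.8, chromosome 3, 131233419 to 131272101) went from 0 of 138 reads at D0 to 6.95% ± 0.722 of 71 reads at D6 (limma adjusted p 0.0273, n = 3). Under the alternatives their adjusted p-values reached 0.489, 0.234 and 0.705. The 5 lower ones, looked up after their values were seen, were Ogfod3, Atf7ip, Itsn1, Atg4d and Naf1. Rpl4 rose from 39.5% ± 2.43 to 52.4% ± 2.03 in the class of 30 to 90 nt, Eef2 from 40.8% ± 1.77 to 50.3% ± 2.59, and Vim went from 57.5% ± 3.45 to 46.4% ± 3.40 (limma adjusted p 0.44, 0.527 and 0.504, n = 3). In the class under 30 nt the limma adjusted p-values of Rpl4, Eef2 and Vim were 0.643, 0.718 and 0.718.

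Among the transcripts lower in abundance at D6, the change in the share of 30 to 90 nt was 13.2 points higher in 155 TOP than in 914 non-TOP transcripts, and the change in the share under 30 nt was 1.63 points higher (exact permutation p 0.10 for each, over 3 libraries per day). With reads pooled over each set the differences were 11.02 and 0.871 points. Under 30 nt the median share over all non-TOP transcripts was 0 in D0 replicate 3 and in D6 replicates 1 and 3. Medians at that floor can miss small changes, and these differences were not matched on length or abundance.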

Values the study reported

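The study reported about 1000 transcripts lower and about 1200 higher at D6 than at D0. It gave about 220 transcripts whose reads gathered in tails near 60 nt after differentiation, and about 160 for tails under 30 nt. For the tests of single transcripts in the tail classes it describes no adjustment of the p-values for multiple tests.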

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

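The tests in this part were all chosen only after the results were seen.

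TOP transcripts differed between D6 and D2 when those days were compared directly, a comparison that the effects against D0 had not included. Their median log2 change from D2 to D6 was -0.37, against 0.06 for other transcripts (camera p 3.16e-19, fry p 9.7e-05). After thinning every library to the smallest the camera p was 2.18e-20, which argues against library depth, although D2 was the shallowest day. The TOP share of reads in the runs of D6 lay at least 4.59 points below that in the runs of D2, and runs of 1 day differed by up to 2.46 points, which argues against variation from run to run. A batch shared by all runs of a day cannot be told apart from the day.

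The share of TOP tails under 30 nt rose from D2 to D6 by a median of 1.19 points, against 0.00 for other transcripts (camera p 2.98e-10, fry p 0.000348). For tails of 30 to 90 nt the median change was 2.95 points, against -3.21 (camera p 5.25e-08), and fry gave 0.0621, so this difference did not pass the second test. Over TOP reads, the runs of D6 lay at least 1.30 points above those of D2 for tails under 30 nt and 2.45 points above them for 30 to 90 nt, and runs of 1 day differed by up to 0.561 and 1.42 points, which argues against variation from run to run. A batch shared by all runs of a day and differentiation remain open for both.

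Reads on repeats are outside the comparisons of the report. Of 17 repeat families with a mean of at least 30 reads per library, 6 were higher in every D6 library than in every D0 library (exact permutation p 0.10 each, unadjusted; chance gives 10% in the 2 directions together). IAPLTR1_Mm, a long terminal repeat, had 1006 RPM (reads scaled to the kept reads of the library) at D6 and 500.4 at D0. Lx7 had 159 at D6 and 75.4 at D0, B3 had 398 and 238, B3A had 160.0 and 107, ID_B1 had 178 and 120.2, and RSINE1 had 253 and 194. A single copy of the repeat was tested as the cause by leaving out the copy with most reads. The ratio of D6 to D0 was then 2.00 for IAPLTR1_Mm, 2.36 for Lx7, 1.67 for B3, 1.41 for B3A, 1.48 for ID_B1 and 1.39 for RSINE1, which argues against it in each family. Of the copies with at least 20 reads, 27 of 27 were higher at D6 in IAPLTR1_Mm, 3 of 3 in Lx7, 1 of 1 in B3, 1 of 1 in B3A and 0 of 2 in RSINE1; ID_B1 had 0 such copies. Whether the reads start in the repeats or in host transcripts that contain them was not tested, and differentiation stays open as an untested biological explanation.

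Mitochondrial mRNA, set aside in the report, took 9.54% of PASS reads at D6 and 4.18% at D0, with every D6 library above every D0 library (exact permutation p 0.10). The fall of TOP reads alone was tested as the cause, since shares add up to a constant. The ratio of mitochondrial to non-TOP reads was 2.22 times as high at D6 as at D0, which argues against it. The runs of D6 lay at least 5.12 points above those of D0, and runs of 1 day differed by up to 0.207 points, which argues against variation from run to run. A batch shared by all runs of a day and differentiation cannot be told apart here.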

How the results depend on the processing

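The alternatives with mapping quality, barcode confidence, limma-trend, weighted limma and the quasi-binomial test were chosen after seeing the data. Over 16 results that answer a comparison and 263 alternative settings, 203 kept their direction and their side of the threshold or moved little, 57 moved, 1 no longer passed its threshold and 2 changed sign. Over 26 results for single transcripts and 410 settings, 385 kept both and 25 no longer passed, all of them the shares under 30 nt of Rpl37, Gm20594 and Hadh. The cause was not tested except where the setting itself gives it.

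The abundance medians of TOP transcripts stayed between -0.70 and -0.55 in every setting, with a camera p of at most 2.61e-17, and the odds ratio between 8.80 and 40.1. Thinning gave 1063 at D6, 611 at D4 and 253 at D2. A mean of at least 10 reads gave 2112 at D6 and 1625 at D4, no filter gave 3538 at D2, and mapping quality of at least 10 gave 2270 at D6 and 578 at D2. Leaving out each library in turn gave 497 (without D2 replicate 2) to 735 at D2.

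The difference of medians among lower transcripts was 0.95 with no filter, 0.28 with a mean of at least 10 reads, 0.75 after thinning, 0.63 with limma-trend, 0.69 with 1 transcript per gene, and 0.62 to 0.74 with each library left out. With the replicate number as a replicate block it was 0.67, and the count for tails under 30 nt was 0. Over 18 pairs of libraries with the same number, correlations ran from -0.19 to 0.16 in abundance, with 4 above 0.1. Across transcripts they ran from -0.0064 to 0.082 for tails under 30 nt, so the number was not taken to pair libraries. The share of these tails over all reads still followed the number, with replicate 2 highest and replicate 3 lowest in 4 of 4 days. The unpaired exact permutation p-values of 0.20 (all reads, D2) and 0.30 (non-TOP reads, D6) for this class include that spread. Under the block the transcripts changed in abundance numbered 3165 at D6, 2111 at D4 and 838 at D2, against 3661, 2496 and 889. Rpl37, Gm20594 and Hadh did not pass for tails under 30 nt. No call changed for the other named transcripts or the TOP list, apart from fry for the D2 change of TOP tails under 30 nt (0.0878). The other gene lists were not tried under the block. Between libraries of the same number, which share a barcode, the share of tails under 30 nt was higher in 3 of 3 by 0.334 to 0.656 points over non-TOP reads at D6 and by 0.418 to 0.760 points over all reads at D2 (exact sign-flip p 0.25, the smallest that 3 allow).

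The count of 8 transcripts for tails under 30 nt became 16 with limits of 25 and 90 nt, 3 with 35 and 85 nt, 23 with at least 30 reads in all, 1 with a mean of at least 30, 4 on log2 odds, 22 with barcode confidence of at least 0.9, 416 unadjusted, 0 with the quasi-binomial test and 25 with weighted limma. It ran from 0 (without D0 replicate 3) to 49 (without D6 replicate 2). The count of 0 for 30 to 90 nt became 1 with a mean of at least 30 reads, 476 unadjusted, 157 with the quasi-binomial test and 161 with weighted limma, and ran from 0 to 1 (without D6 replicate 2). For 30 to 90 nt the planned test called 0 of 200 simulated changes of 20 points where the weighted one called 74. Its low counts in that class therefore cannot be read as few changes. Of 29 simulated transcripts with a mean of at least 100 reads the planned test called 0 and the weighted one 26, so this was not a matter of reads per transcript alone. Power under 30 nt was not simulated, so the low counts there cannot be read as few changes either. Depth limits the shallow D2 libraries, the scarce Nanog and Myc transcripts, and the spike-ins.

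Camera for the D2 change of TOP tails under 30 nt gave p 0.911 on log2 odds (a change of 0.76), where fry gave 0.00307. The other alternatives had a camera p as low as 6.18e-10. The fry p of that change was above 0.05 in several settings, up to 0.0965 without D0 replicate 2. With pooled reads the TOP change for 30 to 90 nt was 11.6 points at D6 and 8.02 at D2. Among lower transcripts TOP minus non-TOP for 30 to 90 nt was 14.3 with limits of 25 and 90 nt, 11.6 with 35 and 85 nt, 12.4 with a mean of at least 30 reads, 11.02 pooled, and 12.1 to 13.8 with each library left out. Under 30 nt it was 0.859, 2.39 and 0.871 for the first, second and pooled of these.

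Over all reads, the rise of tails under 30 nt was 1.48 points with limits of 35 and 85 nt, 0.476 with each transcript counted once and 0.538 without TOP transcripts. For 30 to 90 nt it was -1.71 and -2.37 in those last settings, the only ones to change sign, and 0.296 (without D0 replicate 3) to 1.79 (without D0 replicate 1) with a library left out.

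The alternatives with DESeq2 and with edgeR were not run. A TOP class from the deposited table could not be tried, since its categories hold none, and the list was used throughout.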

Other observations

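The tests in this part were all chosen only after the results were seen.

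Exceptions are values quoted from planned settings and tests, such as scaling from non-TOP transcripts, thinned libraries and the planned limma test. Only their use against the explanations below was chosen later. For each result of a fit across transcripts, the 6 libraries were split in every other way into 3 and 3. In D6 against D0, 1 of the 10 splits, the real one, gave as many transcripts changed in abundance. The same held for the TOP list in abundance, the count for tails under 30 nt and the TOP list in both tail classes. For the TOP share among lower transcripts the comparison adds nothing, since the other splits called 0 transcripts in abundance. The margins differed. The largest other split called 0 transcripts in abundance against 3661, but 6 for tails under 30 nt against 8, so a count of that size can come from a wrong grouping. As -log10 of the camera p for the TOP list, the largest other split reached 16.5 in abundance at D6, 6.08 for tails under 30 nt and 6.94 for 30 to 90 nt at D6, and 4.36 and 3.37 at D2. A small camera p can therefore come from a wrong grouping as well, and those of the other 4 lists were not tried on other splits. Every other split mixes libraries of both days in unequal numbers, so it keeps part of the day difference. These counts and p-values therefore do not show what arises without a day difference. The real split was also 1 of 10 for the counts at D2 and D4 and for the TOP list in both classes at D2. For the count of 30 to 90 nt, 10 of 10 splits gave at least 0. A share under 0.1 cannot be reached with 10 splits.

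The fall of TOP transcripts at D6 was set against 6 technical explanations. With mapping quality of at least 10 the median log2 fold change was -0.55, which argues against reads shared with pseudogenes. Scaling from non-TOP transcripts gave -0.70, and thinned libraries gave -0.57, which argue against a few abundant transcripts moving the scaling and against depth. Matched lists had a median of -0.13, which leaves length and abundance unable to give the whole fall. The TOP share of reads was 24.3% to 26.7% in the runs of D6 and 32.8% to 33.4% in those of D0, a gap of 6.13 points, and runs of 1 day differed by up to 2.46 points, which argues against variation from run to run. Each run held 1 day, so a batch shared by all runs of a day, such as library preparation, cannot be told apart from differentiation.

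The rise of TOP tails of 30 to 90 nt was tested likewise. Matched lists rose by 3.00 points against 10.4 for TOP. Non-TOP reads in the same libraries changed by -2.37 points, which argues against tail calls that shifted alike in TOP and non-TOP reads. Mitochondrial mRNA reads in this class rose from 92.3% ± 0.428 at D0 to 95.6% ± 0.190 at D6 (exact permutation p 0.10). These controls differ in direction, so they do not settle whether tail calls shifted between days. The runs of D6 lay at least 10.3 points above those of D0, and runs of 1 day differed by up to 1.42 points, which argues against variation from run to run. The TOP change was 10.8 points with mapping quality of at least 10, which argues against shared reads. A change of TOP tails with differentiation and a batch shared by all runs of a day that acts on TOP and not on non-TOP transcripts remain open.

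For TOP tails under 30 nt the change was 1.83 points with mapping quality of at least 10, which argues against shared reads. The runs of D6 lay at least 1.98 points above those of D0, and runs of 1 day differed by up to 0.561 points, which argues against variation from run to run. Matched lists rose by 1.51 points, so length or abundance may account for most of the rise of 1.94 but, with 27 of 10000 lists as high, not for all of it. The lists could also draw on transcripts named as pseudogenes that may hold ribosomal protein reads. Mitochondrial mRNA reads in the same libraries, with a median tail of 60.5 nt, changed by -0.430 points (exact permutation p 0.30). TOP minus mitochondrial reads went from -0.0630 ± 0.248 to 2.47 ± 0.222 points (mean ± SD, n = 3; exact permutation p 0.10), which argues against tail calls that shifted in all reads of a day. Spike-in reads of replicate 1 went from 12.6% of 412 reads (Wilson interval 9.76 to 16.2) to 13.8% of 773 (11.6 to 16.5), too few to add to this. A batch shared by all runs of a day that acts on short, abundant transcripts alone and a change of tails with differentiation remain open.

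Among lower transcripts, the gap between TOP and non-TOP falls of 0.55 shrank to 0.18 after matching on abundance. A candidate explanation for most of it is the abundance of the transcripts, since large falls of scarce transcripts are the ones that pass a test.

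In all 4 days replicate 2 had the highest and replicate 3 the lowest share of tails under 30 nt (means over days 3.46% and 2.50%). The barcode goes with the replicate number. In the highest of 5 bins of barcode confidence the mean ratio of replicate 2 to replicate 3 was 1.99, in the next bin 1.21 and below a confidence of 0.5 it was 1.04. Spike-ins occurred almost entirely in replicate 1: 8.01% of 1984 spike-in reads lay elsewhere, 0.225% in the highest bin and 40.9% below a confidence of 0.5. These values are consistent with barcode calling that depends on the read's tail, a hypothesis for which no biological alternative was tested.

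Reads of ribosomal proteins also divided between gene and near-identical copy by replicate number. Of 4866 transcripts, 40 differed with the replicate number over days, and a median of 84.1% of their reads had mapping quality under 10, against 12.4% for the others. With mapping quality of at least 10, 24 of 3263 differed, 12 of them of ribosomal proteins. In 7 pairs of gene and copy, the sum differed between replicates 2 and 1 by a median of 0.07 on the log2 scale (0.0721 before rounding) and the copy alone by 0.44, so an alignment that varies with the barcode is a candidate explanation for most pairs. The exception was Rps18 with Rps18-ps5, whose sum differed by -0.4475 and Rps18 alone by -0.471, which argues against reads moving between that gene and that copy. Of the 40, 9 were mitochondrial mRNAs. In 5 of these fewer than 10% of the reads had mapping quality under 10, yet replicate 2 was lower than replicate 1 by 0.252 to 0.443 on the log2 scale, which argues against such an alignment for these 5. What else differs with the replicate number was not tested. Single members of such pairs are uncertain.

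Pseudogene reads rose from 0.601% to 0.997% of PASS reads at D6. Pseudogenes that share mitochondrial sequence held 112% of that rise and the others fell by 0.0471 points, so mitochondrial reads aligned to nuclear copies are a candidate source. Gm20594 shares 17.9% of its 21-base words with mt-Rnr2, too few to say whether its short tails come from that RNA, and this cannot be told apart from a change of its own.

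Of the 17 repeat families, 4 were lower in every D6 library than in every D0 library. ERVB7_1-LTR_MM had 1229 RPM at D0 and 478 at D6, RLTRETN_Mm 681 and 227, B2_Mm1a 341 and 193, and L1Md_T 157 and 96.3 (exact permutation p 0.10 each). A single copy was tested as the cause by leaving out the copy with most reads. The ratio of D6 to D0 was then 0.380 for ERVB7_1-LTR_MM, 0.308 for RLTRETN_Mm and 0.552 for B2_Mm1a, which argues against it in these. For L1Md_T it was 1.34, and 1 copy held 89.0% of the reads, so that copy may account for the fall. Differentiation and a batch shared by all runs of a day remain open for all 4.

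The spike-in whose oligo encodes a tail of 64 nt had a median called tail of 59.0 nt at D6, and those whose names carry 128 and 256 had 62.7 and 112.7 nt. No encoded tail is known here for those named 128 and 256, and no explanation was tested.

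The numbers of transcripts lower and higher at D6 were 1705 and 1956. Both are higher than the values quoted from the study above, which came from DESeq2 and not from limma-voom. The numbers of transcripts higher in tails of 30 to 90 nt and under 30 nt by the planned test were 0 and 3, and 200 and 304 at an unadjusted p of 0.05. No adjustment is described for the values quoted above. Against them the unadjusted count is higher under 30 nt and close for 30 to 90 nt.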
